A study of Mus musculus with 2 samples. Its data were reported in "Tff1-expressing Tregs in lung prevent exacerbation of Bleomycin-induced pulmonary fibrosis" (2024).

How the data were processed

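Living CD45+ leukocytes were sorted from the lungs of C57BL/6N mice and subjected to single-cell RNA-seq on the BD Rhapsody system, in which cells settle in microwells and each captured transcript carries a unique molecular identifier (UMI). There were 2 libraries, 1 per group. The BLM library held cells of lungs taken 15 days after bleomycin, a drug that injures the lung and leads to fibrosis, and the naive library held cells of untreated lungs. Each library was a pool of 3 mice, and no map from cell to mouse was used here. Library preparation, sequencing run and group therefore cannot be told apart, and no paired analysis or batch term was possible.

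The authors deposited 1 table of UMI counts per library, with cells in rows and genes in columns. Per the file headers these counts came from the BD Rhapsody WTA analysis pipeline version 1.8 with the mouse build GRCm38 and GENCODE vM19 as the reference, after the pipeline's recursive substitution error correction of UMIs. The deposited counts were whole numbers with no normalisation. The tables held the barcodes that the pipeline called cells, before the authors' own quality filter in SeqGeq, whose thresholds were not used here. The authors then integrated the libraries in Seurat, sub-clustered the Cd3e-enriched clusters and took the cluster with high Foxp3 as regulatory T cells (Tregs). That sequence was followed here, and the cluster names were rebuilt, so a difference from the study may come from the names.

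The BLM table listed 4714 barcodes with 22490782 UMIs (median 2380 UMIs and 1168 genes per barcode), and the naive table listed 4062 barcodes with 18019004 UMIs (median 2701.5 UMIs and 1342.5 genes). There were 20235 genes in both tables, 2397 in the BLM table only and 2153 in the naive table only. A gene absent from a table was given a count of 0 there, because each pipeline run lists the genes it saw. Barcodes with 200 or more genes and at most 15% mitochondrial UMIs passed (4526 in BLM, 3925 in naive). Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic thresholds called 7 BLM barcodes (0.155%) and 61 naive barcodes (1.55%), so the highest-scoring 3% of the scored barcodes of each library were left out instead. This removed 135 BLM and 115 naive cells (2.98% and 2.93% of those that passed) and left 4391 BLM and 3810 naive cells, with 21169310 and 16901254 UMIs.

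Libraries were integrated with Seurat 5.3.0 in R 4.3.3 (anchors by canonical correlation, 2000 variable genes, 30 dimensions) and clustered at resolution 0.5. Tff1 was left out of the variable genes. Clusters with a Cd3e UMI in 50% or more of their cells and not led by cell-cycle genes were called T-like, integrated again with 20 dimensions and clustered at the same resolution. The marker genes of each class had been fixed in advance. A cluster took the class with the highest mean z score of its markers across clusters, computed on log2 of CPM (counts per 1000000 UMIs of the same cells) plus 10, or the class with the most markers among the 10 leading genes where these differed. It stayed unnamed with fewer than 3 detected markers, a score under 0.3, a gap under 0.1 to the next class or 3 or more cell-cycle genes among its 10 leading genes. Leading genes were ranked by fold over all other cells among genes seen in 25% or more of the cluster's cells. All class names below mean cells like that class.

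With 1 library per group no test between groups can be run, because cells are not replicates. Levels are sums of UMIs over the cells of a class, given as CPM of all UMIs of the same cells with exact Poisson 95% intervals. Shares have exact Clopper-Pearson 95% intervals, and log2 ratios of CPM have the exact conditional interval built from Clopper-Pearson bounds. All intervals cover counting error only, not differences between mice or libraries. Those of CPM and of ratios of CPM treat the UMIs of 1 cell as independent. A count of 0 was given a floor of 3 counts, and a fold against it sets the measured level of the other side, without its own counting error, against that floor. Shares of cells with a UMI were also computed after thinning each cell to 1000 UMIs, with shallower cells left out. For the Il33 cells of 1 cluster, intervals also came from 5000 draws of its cells with replacement, because the UMIs of 1 cell are not independent. Where the mean over all draws is given it was calculated exactly from the hypergeometric distribution. Cluster sizes were compared between libraries only where none of the 10 leading genes differed by more than 2-fold between the BLM and naive cells of the cluster.

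The genes named in the text followed a fixed rule. Tff1, Foxp3, Il1rl1, Il2ra, Cd3e, Il33, Tgfb1, Cd80 and Cd86 were always to be named. In addition, the 6 genes highest and the 6 lowest by the end of the interval nearer 0 were taken for each Treg comparison, and the 3 highest and 3 lowest for each other class with 50 or more cells in both libraries. Ranked genes had 20 or more UMIs over both sides and a UMI in 10% or more of the cells of the higher side. Mitochondrial and ribosomal protein genes, immunoglobulin and T cell receptor segments, Xist, Y-linked genes and the markers of the class compared were left out of the ranking. The gene at rank 6 of the lowest in the comparison of BLM with naive Tregs is not reported here. Gene positions are those of GENCODE vM21 on GRCm38, a later release on the build of the files, and 85 of 85 named genes had a position. The calculation of the ratio, its interval and the ranking was tested on simulated data. These were Poisson counts, which the interval assumes, with no extra spread between cells, mice or libraries. The test therefore cannot show how well the intervals hold for the real cells. With 190 of 2969 genes changed by 2 on the log2 scale in the comparison of BLM with naive Tregs, 96.0% of unchanged genes had 0 inside the interval, 98.4% of changed genes had the true value inside it, and 20 of the 20 highest ranked genes were changed ones.

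The comparisons, the cell filter, the marker lists, the rule for named genes and most alternatives were chosen before the data were examined. The doublet share, the Cd3e threshold, the scoring rule for cluster names, the limit of 2-fold on leading genes and the use of exact means for thinned shares were chosen after seeing the data. The alternatives chosen in advance were other mitochondrial and gene filters, doublets kept, no integration, resolutions 0.3 and 1.0, Tregs defined by a Foxp3 UMI, thinning, other scalings, a minimum of 50 UMIs, cell means of CPM, the difference from all other classes pooled, and clusters named from a random part of each cell's UMIs with levels taken from the remainder. The automatic doublet threshold, another random seed, the draws of cells, the Il1rl1 ratio without ILC2 and 1 unnamed cluster, the levels of class genes in B cells and the treatment of cycling Foxp3-positive cells were added after seeing the data. In the split of UMIs the Cd3e threshold was lowered to 35%, because each cell then held fewer UMIs. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9. The protein, quantitative PCR, bulk RNA-seq and depletion experiments of the study were not analysed here.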

Results

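The series holds 1 single-cell library of sorted leukocytes (CD45+) from mouse lungs treated with bleomycin (BLM) and 1 from untreated (naive) lungs. After filtering, 4391 cells were kept from the BLM library (day 15, a pool of 3 mice, median 2379 UMIs per cell) and 3810 cells from the naive library (a pool of 3 mice, median 2700.5 UMIs per cell). With 1 library per group there was no replicate, so every difference below describes these libraries and its interval covers counting error only. Xist was abundant in both libraries (6808 UMIs in BLM, 6939 in naive), whereas the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty held between 3 and 7 UMIs each.

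The question of which immune cells were present was addressed by clustering both libraries together, which gave 18 clusters. Neutrophils, B cells, T cells and NK cells were the named classes whose 10 leading genes all stayed within 2-fold between the libraries, and only their sizes were compared. Neutrophils made up 22.7% of BLM cells (997 of 4391, 95% interval 21.5 to 24.0%) and 11.9% of naive cells (453 of 3810, 10.9 to 13%), a log2 ratio of 0.93 [0.77, 1.10]. B cells fell from 19.2% of naive to 13.1% of BLM cells, a log2 ratio of −0.56. NK cells were 3.14% of BLM cells and 6.43% of naive cells, a log2 ratio of −1.03. T-like cells accounted for 18.3% of BLM and 18.0% of naive cells. The alternative that moved these 4 classes most was a limit of 10% on mitochondrial UMIs, which gave −0.93 for B cells. Because shares sum to 100%, a rise in 1 class lowers the others.

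For the other classes the leading genes differed between libraries, and sizes are given without a comparison. Alveolar macrophages numbered 498 BLM and 586 naive cells, and interstitial or recruited macrophages numbered 468 and 122. In the alveolar macrophages 6 of the 10 leading genes differed by more than 2-fold (median log2 ratio −2.39), and in the other macrophage class 7 of 10 did. Without integration only 1 BLM cell fell in the alveolar class, so the pairing of these cells across libraries rested on the integration. The remaining named classes were nonclassical monocytes (181 and 237 cells), classical monocytes (158 and 182), cDC2 (75 and 103), cDC1 (55 and 83), migratory dendritic cells (70 and 15), ILC2 (39 and 115) and plasma cells (60 and 89, with 4 markers detected). Unnamed clusters held 6.22% of BLM and 4.23% of naive cells. They comprised a cluster led by Sparc, Mgp and Igfbp7 (125 and 61 cells), cycling macrophage-like cells (99 and 70) and cycling lymphocytes (49 and 30).

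**Figure D1:**
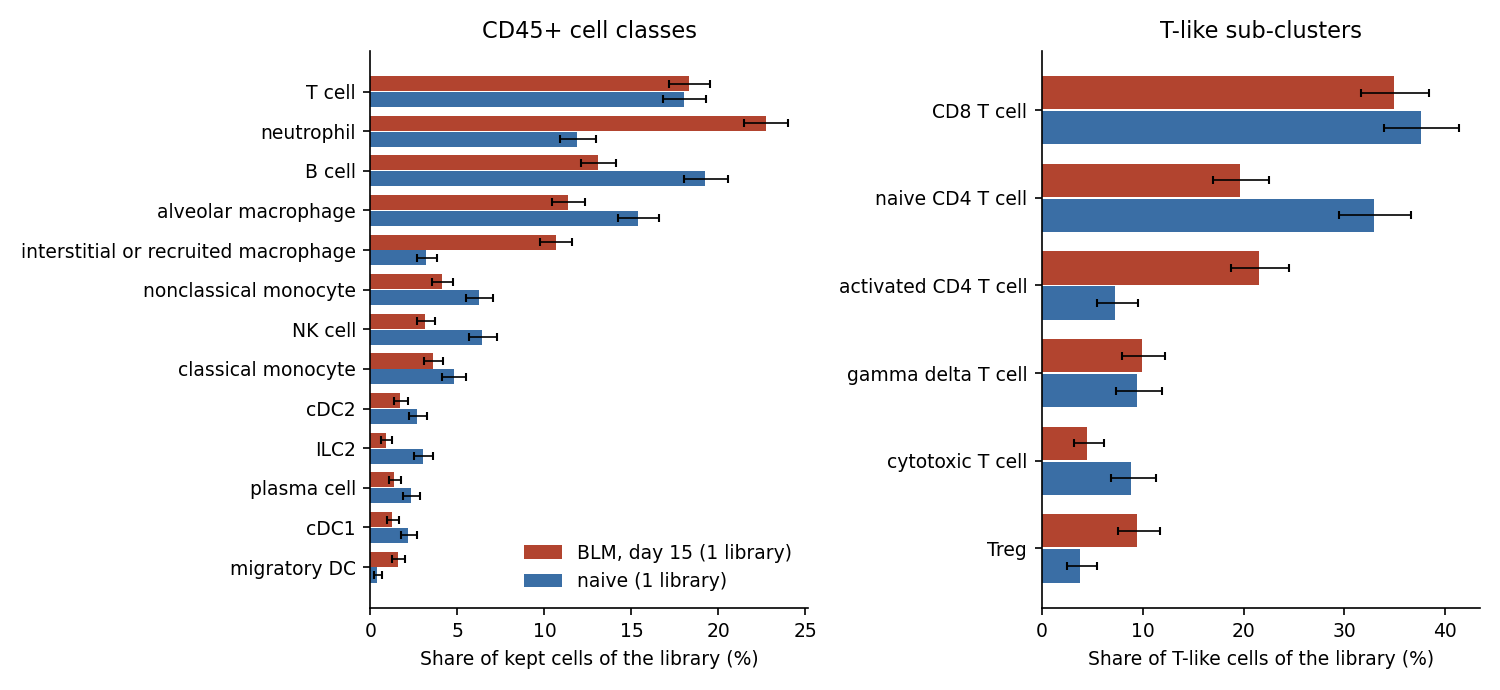
Share of kept cells per class (left, %) and share of T-like cells per sub-cluster (right, %) in the BLM and naive libraries, with bars for exact binomial 95% intervals of 1 library each. Neutrophils reached 22.7% in BLM and 11.9% in naive, while T-like cells lay at 18.3% and 18.0%.

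Sub-clustering of the T-like cells (804 BLM, 686 naive) gave 8 sub-clusters. One of them carried the Treg markers and was led by Il1rl1, Klrg1, Foxp3, Tnfrsf9, Hopx, Tnfrsf4, Stx11, Ikzf2, Areg and Il2ra. It held 76 BLM cells (9.45% of T-like cells, 7.52 to 11.7%) and 26 naive cells (3.79%, 2.49 to 5.50%). Since 7 of its 10 leading genes were more than 2-fold apart between libraries, its size was not compared. The share of T-like cells with a Foxp3 UMI was 9.33% in BLM (75 of 804) and 3.21% in naive (22 of 686). After thinning to 1000 UMIs, which left out 14 BLM and 5 naive cells, the mean shares were 6.05% and 1.82%. B cells, at median depths of 1583 and 1879 UMIs, held a Foxp3 UMI in 2 of 575 BLM cells and 0 of 733 naive cells. Summed over T-like cells, Foxp3 reached 106 counts per 1000000 UMIs (CPM) in BLM and 25.8 CPM in naive. The alternative that moved the Treg share most was resolution 0.3, at which the Tregs merged with other cells and the sub-cluster made up 30.7% of BLM and 11.4% of naive T-like cells. The other sub-clusters were CD8 T cells (281 BLM and 258 naive cells), activated CD4 T cells (173 and 50), naive CD4 T cells (158 and 226), gamma delta T cells (80 and 65) and cytotoxic T cells (36 and 61). The CD8 class included 30 cells led by interferon-response genes such as Ifit1, Ifit3 and Isg15, 15 from each library.

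The study asked which gene marks Tregs of the injured lung and singled out Tff1 (chromosome 17, 31161395 to 31165277 on the minus strand of GRCm38, protein coding). In the BLM Tregs 17 Tff1 UMIs were found in 11 of 76 cells, a share of 14.5% (7.45 to 24.4%) and a level of 70.1 CPM (40.8 to 112). In the naive Tregs no Tff1 UMI was found in 0 of 26 cells, which allows a share of up to 11.5% of cells with a UMI (the exact 95% interval ends at 13.2%). The measured level in BLM was 1.90-fold the floor of 37.0 CPM over the naive Tregs. With the counting error of both sides the interval of the log2 ratio began at 0.47. Both values treat the 17 UMIs as independent although they lay in 11 cells, so this interval is too narrow. The intervals of the 2 shares of cells overlapped. At the BLM level the naive Tregs would have held 5.69 UMIs, and at the BLM share 3.76 cells with a UMI. Median depths were 2862 UMIs in BLM and 2812 UMIs in naive Tregs. Thinned to 1000 UMIs, 1 draw gave 4 of 75 BLM Tregs (5.33%, 1 cell left out) and 0 of 26 naive Tregs (none left out), and the mean over all draws was 6.02% in BLM. Among T-like cells with a Foxp3 UMI the BLM level was again 70.1 CPM, with 10 of 75 cells positive (13.3%), and the naive library gave 0 of 22 cells, which allows up to 13.6%. Resolution 0.3 moved the BLM values most, to 4.84% and 28.3 CPM.

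Tff1 outside the Tregs was examined as the background. Other T-like cells of the BLM library held 1 UMI in 728 cells (0.540 CPM), so that Tff1 was higher in Tregs by 7.02 [4.35, 12.40] on the log2 scale. Against all other kept BLM cells the log2 ratio was 7.35 [6.10, 8.70]. B cells had 0 positive cells of 575 in BLM and 0 of 733 in naive, which allow 0.522% and 0.409%, and neutrophils had 0 of 997 and 0 of 453, which allow 0.301% and 0.662%. Neutrophils were shallower than Tregs, with medians of 1329 and 1580 UMIs. In all, 9 Tff1 UMIs lay outside the Tregs in BLM (0.430 CPM) and 3 in naive (0.178 CPM). Of the 9 in BLM, 6 lay in 4 cycling lymphocytes, and all 4 of these cells also held Foxp3 UMIs. Leaving out the cycling cells with a Foxp3 UMI lowered the BLM level outside Tregs to 0.144 CPM.

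**Figure D2:**
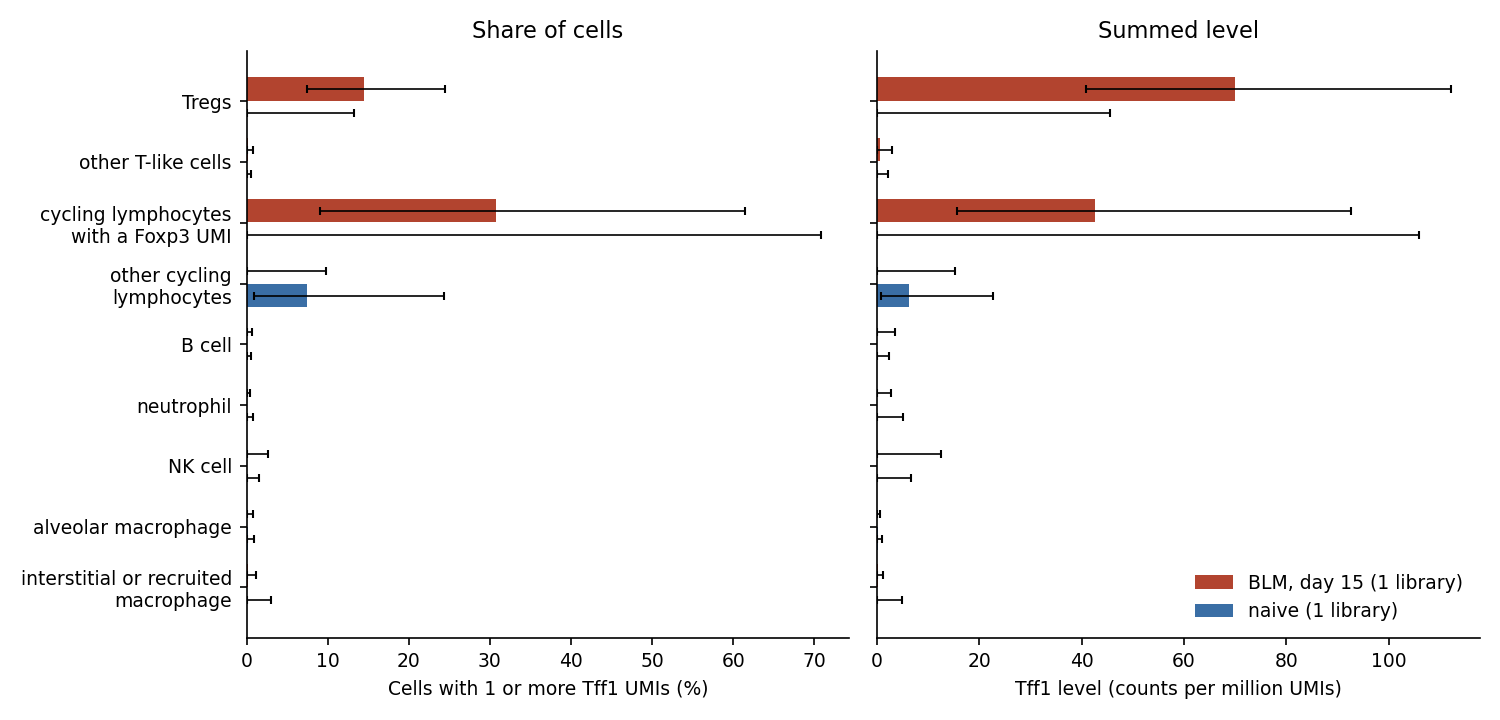
Share of cells with at least 1 Tff1 UMI (left, %) and summed Tff1 level (right, CPM, counts per 1000000 UMIs) per class and library, with exact binomial and Poisson 95% intervals. BLM Tregs stand at 14.5% and 70.1 CPM, and the intervals of the naive Tregs and of the cycling lymphocytes are wide because few cells were counted.

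To ask how Tregs differed between the libraries, summed UMIs of 76 BLM Tregs (242637 UMIs) and 26 naive Tregs (81171 UMIs) were set against each other over 2782 ranked genes, whose median log2 ratio was 0.07. Ctla2a (chromosome 13, 60934155 to 60936625) ranked highest, with 145 UMIs in BLM and 0 in naive Tregs, at least 16.2-fold higher (the interval of the log2 ratio began at 3.70), or 166 UMIs against 6 with doublets kept (3.73 [2.58, 5.20]), whereas its log2 ratio outside the Tregs was 0.41. Hilpda (2.73 [1.90, 3.70]), S100a4 (2.50 [1.88, 3.19]) and Fgl2 (3.09 [1.83, 4.73]) followed. Outside the Tregs the ratios of these 3 genes were 1.05, 0.89 and −0.27. Il1r2 (chromosome 1, 40074079 to 40125231) had 54 UMIs against 1, a log2 ratio of 4.18 [1.64, 9.50], but it was also 0.83 higher outside the Tregs. Of the lowest genes, those given here were Klf2 at −3.64 [−4.68, −2.71], Ms4a4b at −2.58, Rras2 at −3.67, Klf3 at −3.23 and Ccr7 at −2.27.

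Il1rl1 (chromosome 1, 40429570 to 40465415), which encodes the IL-33 receptor ST2, also ranked among the 6 highest but led the sub-cluster itself. It was therefore measured among T-like cells with a Foxp3 UMI, where it reached 1209 CPM in 75 BLM cells and 279 CPM in 22 naive cells, a log2 ratio of 2.11. In the sub-cluster its level was 1232 CPM (299 UMIs) and 234 CPM (19 UMIs), a ratio of 2.40 [1.73, 3.15]. The 19 naive UMIs lay in 19.2% of the 26 naive Tregs, so this interval, which treats UMIs as independent, is too narrow. A Foxp3 UMI was held by 80.3% of BLM and 61.5% of naive Tregs, so the 2 definitions shared many cells. Outside the Tregs the Il1rl1 ratio was −1.18, but 568 of the 779 naive UMIs there lay in ILC2 and the unnamed cluster led by Sparc, Mgp and Igfbp7. Without these 2 groups of cells the ratio was −0.08 [−0.35, 0.19], in a pool of classes that went both ways. The difference between the Treg ratio and the ratio in all other classes pooled moved the Treg value most, to 3.58, and clustering without integration gave 1.39. Of the genes always named, Foxp3 (0.80 [0.29, 1.35]) and Il2ra (1.48) were markers that defined the sub-cluster. Cd3e (0.41 [−0.04, 0.89]) and Tgfb1 (15 UMIs against 2, 1.33 [−0.78, 4.50]) had intervals that included 0. Cd80 (9 UMIs against 2) and Cd86 (6 against 1) had too few UMIs to show a difference between BLM and naive Tregs at this depth. No Il33 UMI was found in the Tregs of either library.

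**Figure D3:**
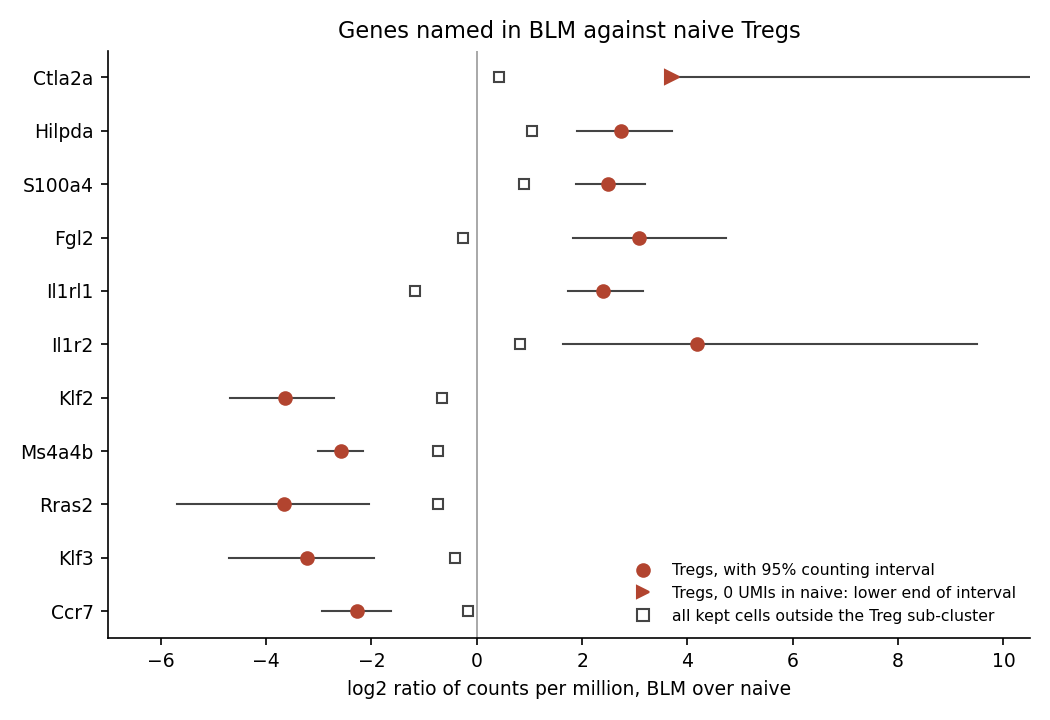
log2 ratios of CPM, BLM over naive, for 11 genes named in the Treg comparison, with 95% counting intervals, and the ratios of the same genes in all kept cells outside the Tregs (open squares). Ctla2a, with 0 naive UMIs, is drawn at the lower end of its interval, and Il1rl1 was 2.40 in Tregs and −1.18 outside them.

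The comparison of Tregs with other T cells was made within the BLM library (76 against 728 cells, 4352 ranked genes). Clusters and levels came from the same UMIs, and Klrg1, Il1rl1 and Tnfrsf9, which ranked among the 6 highest, also led the Treg sub-cluster. Their values are therefore not results of their own. When clusters were named from a random part of each cell's UMIs and levels taken from the remainder, Il1rl1 was 5.26 higher on the log2 scale in 63 BLM Tregs, and 5.21 with Tregs defined by Foxp3. The other highest genes were Ccr3 (23 UMIs against 0, at least 58.5-fold higher, interval from 5.45 on the log2 scale), Ednrb (6.15 [4.46, 8.52], 28 UMIs against 3) and Nrn1 (5.18 [4.06, 6.49]). Under the Foxp3 definition Nrn1 moved to 3.28 and Ccr3 had 18 UMIs against 5 (4.88 [3.40, 6.66]). The lowest genes, Ly6c2, Igfbp4, Cd8a, Klrd1, Cd8b1 and Klf2, included 4 markers of the CD8 class, and Cd8a had 0 UMIs in Tregs against 365. Tgfb1 was higher in Tregs by 1.52 [0.55, 2.40], at 61.8 CPM against 21.6 CPM, and Cd80 by 3.78 [2.05, 5.70], with 9 UMIs against 5 (37.1 and 2.70 CPM). Over 3 alternatives Tgfb1 ranged from 0.68 to 1.63 and Cd80 from 3.16 to 4.24.

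Since the study raised IL-33 and TGF-β as inducers of Tff1, their transcripts and Il1rl1 were measured across classes. In the study, antibody against TGF-β lowered the share of Tff1-expressing Tregs after bleomycin, while antibody against IL-33 alone left it unchanged. It measured TGF-β expression that rose over time in treated lungs and IL-33 expression that was high only early. The levels below cover cells sorted for CD45, with injury at day 15 only, and cannot test these findings. Among the named classes with 50 or more cells in both libraries and the Tregs, Il33 (chromosome 19, 29925114 to 29960718) had more than 3 UMIs only in BLM alveolar macrophages, with 11 UMIs against 3 in naive, a log2 ratio of 1.77 [−0.15, 4.25]. In the unnamed cluster led by Sparc, Mgp and Igfbp7, Il33 reached 162 UMIs in BLM and 13 in naive. Il1rl1 was lower in BLM than naive cDC2 (48.6 against 129 CPM, −1.41), interstitial or recruited macrophages (9.98 against 41.7 CPM, −2.06) and alveolar macrophages (1.68 against 4.76 CPM, −1.50 [−2.65, −0.46]), and higher in BLM T-like cells, which include the Tregs (161 against 14.3 CPM, 3.49 [2.92, 4.13]). Its highest naive level was in ILC2 (39 BLM cells, 1118 against 1749 CPM, −0.65 [−0.92, −0.38]), whose cluster it led, and in the cluster led by Sparc it was 73.6 against 502 CPM (−2.77 [−3.44, −2.15]). The naive alveolar level was close to that of naive B cells (3.94 CPM), and the BLM alveolar level lay below that of BLM B cells (4.81 CPM). The alveolar ratio of Il1rl1 is therefore not taken as a change within that class. Cd3e, a T cell marker, was also lower in BLM cDC2 (2.21 against 20.8 CPM, −3.23 [−8.64, −0.50]). The same held in BLM interstitial or recruited macrophages (5.64 against 23.5 CPM, −2.06 [−2.98, −1.10]). Whether the Il1rl1 ratios of these 2 classes are changes within the class or come from RNA of other cells was not tested. Tgfb1 was lower in BLM classical monocytes (32.3 against 66.2 CPM, −1.03 [−1.87, −0.25]) and in BLM cDC1 (3 UMIs against 15, −2.04 [−4.47, −0.22]). In B cells, NK cells, T-like cells, alveolar macrophages, neutrophils and plasma cells the Tgfb1 interval included 0. It also included 0, with a ratio below 0 and an upper end close to 0, in 3 other classes. These were cDC2 (−0.98 [−2.13, 0.06]), interstitial or recruited macrophages (−0.52 [−1.04, 0.03]) and nonclassical monocytes (−0.61 [−1.27, 0.007]).

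The study followed CD80 and CD86 protein on myeloid cells after depletion of Tff1-expressing Tregs, and here the transcripts could be compared between injury and naive lungs. Cd86 was higher in BLM alveolar macrophages, at 64.1 CPM against 12.8 CPM, a log2 ratio of 2.32 [1.97, 2.69]. In cDC2 the log2 ratio of Cd86 was 0.90 [0.53, 1.26] and in nonclassical monocytes 0.75 [0.19, 1.29]. Cd80 fell in alveolar macrophages, with a log2 ratio of −0.59 [−0.89, −0.29], and was slightly higher in neutrophils (0.34 [0.04, 0.63]) and nonclassical monocytes (0.53 [0.02, 1.04]). In interstitial or recruited macrophages the log2 ratios were −0.02 for Cd80 and −0.14 for Cd86, with intervals that included 0. The intervals of both genes also included 0 in classical monocytes (Cd80 0.18, Cd86 0.15) and in cDC1 (Cd80 −0.58, Cd86 −0.07). The same held for Cd80 in cDC2 (0.39) and Cd86 in neutrophils (0.52). The alveolar class had 6 of 10 leading genes that differed by more than 2-fold between libraries, and the interstitial or recruited class had 7. There were 3 such genes each in cDC2, cDC1 and classical monocytes, 1 in nonclassical monocytes and 0 in neutrophils. Outside the neutrophils these ratios therefore compare cells that also differed in other genes, most of all in the 2 macrophage classes.

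In the remaining classes the fixed rule most often returned Spp1 (chromosome 5, 104435118 to 104441050), which was the highest gene in 7 of the 11 classes with 50 or more cells in both libraries. Interstitial or recruited macrophages held 23778 Spp1 UMIs in BLM and 12 in naive, a log2 ratio of 8.37 [7.56, 9.32]. In the alveolar macrophage class Spp1 was at 240 CPM in naive and 5914 CPM in BLM cells, which also differed in their leading genes. Spp1 was also higher in BLM B cells (4.39), T-like cells (4.54) and NK cells (5.44), but there its levels were 82.7, 89.3 and 78.7 CPM. Thinned to 1000 UMIs, the share of cells with a Spp1 UMI was 78.1% in BLM and 14.8% in naive alveolar macrophages, and 6.20% (27 cells left out) and 0.416% (12 left out) in B cells, which unthinned had 13.7% and 0.819%.

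**Figure D4:**
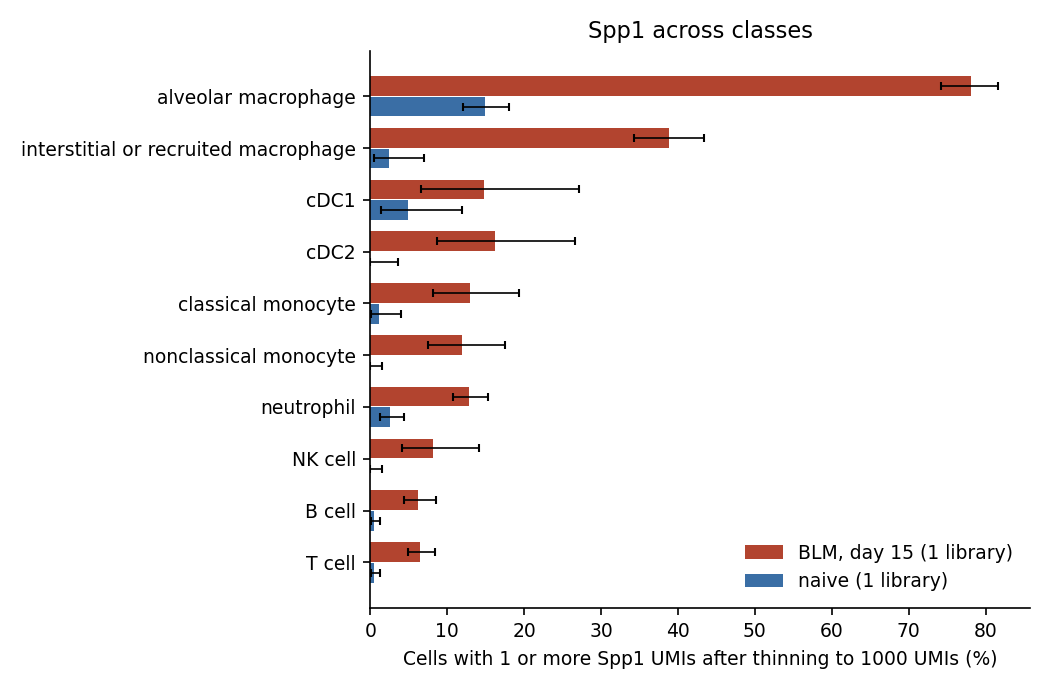
Share of cells with at least 1 Spp1 UMI after each cell was thinned to 1000 UMIs (%), per class and library, with exact binomial 95% intervals. BLM alveolar macrophages stand at 78.1% and BLM B cells at 6.20%.

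Other genes at the top of the ranking were Arg1 in alveolar macrophages (6226 UMIs against 2, 11.50 [9.64, 14.54]), Il12b in cDC2 (203 UMIs against 2, 7.13), Arg1 in cDC1 (126 UMIs against 0, at least 50.9-fold higher, interval from 5.35 on the log2 scale), Il1a in neutrophils (2.64 [2.27, 3.05]) and Gpnmb in interstitial or recruited macrophages (5.07). Arg1 was a marker of the interstitial or recruited macrophage class. At the low end stood Patj in alveolar macrophages (−5.68), Krt19 in interstitial or recruited macrophages (27 naive UMIs, −6.34, also found in naive B cells at 54.1% [36.3, 77.8] of that level), Ccl22 in cDC1 (−4.07), Ly6i in classical monocytes (−3.40), Ly6c2 in plasma cells (−6.87) and Egr1 in neutrophils (−2.44 [−2.64, −2.24]). For the other genes just listed, the level in B cells of the same library was between 0.644% (Il12b) and 20.5% (Patj) of that in the class. Krt19 was a leading gene of the alveolar macrophage cluster (2890 naive UMIs against 118 in BLM), and its ratio in the interstitial or recruited class is not taken as a change within that class. More than 2-fold differences between libraries were seen in 6 of the 10 leading alveolar genes and in 7 of the interstitial or recruited class. The ratios of Spp1, Arg1, Patj and Gpnmb in these 2 classes therefore compare cells that also differed in other genes, and are not taken as changes within a class. In the plasma cell cluster 6 of the 10 leading genes differed by more than 2-fold between libraries. Igkc (−3.70), Ighm (−2.60) and Mzb1 (−1.76) were lower in BLM, while Ms4a1 was higher (0.42). The Ly6c2 ratio there compares cells that also differed in these genes and is not taken as a change within that class. Il12b and Ccl22 were leading genes of the migratory dendritic cell cluster, and Ly6i of the nonclassical monocyte cluster. Il12b was found in 13.3% of BLM cDC2 and Ccl22 in 57.8% of naive cDC1. Whether the ratios of these genes are changes within the listed class was not tested. In B cells, NK cells and T-like cells the lowest genes lay between −2.99 and −1.22.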

Values the study reported

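In the BLM group the study reported 267 genes as upregulated in its Treg cluster relative to the other clusters. Within that cluster it counted 31 genes as higher in the BLM than in the naive group. In bulk RNA-seq it counted 395 genes as higher in lung than in spleen Tregs after bleomycin, and described Tff1 as the gene common to the lists. No count of changed genes was made from the cells here, so these values have no counterpart in the results above.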

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

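All tests in this part were chosen only after the results had been seen.

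A signal of Il33 appeared in cells that no comparison of classes used, the unnamed cluster led by Sparc, Mgp and Igfbp7. Its BLM cells reached 441 CPM of Il33 (162 UMIs, 15 of 125 cells) and its naive cells 62.8 CPM (13 UMIs, 6 of 61 cells), a log2 ratio of 2.81 [2.0, 3.75]. Few cells held these UMIs. Of the 162 in BLM, 76 lay in 1 cell, and of the 13 in naive, 7 did. The ratio was 1.96 [1.11, 2.93] without that BLM cell, 3.85 [2.70, 5.32] without that naive cell and 3.0 [1.82, 4.48] without both. The share of cells with an Il33 UMI was 12% in BLM and 9.84% in naive, with overlapping intervals. Cells without CD45 that passed the sort are a candidate source: Ptprc, the gene of CD45, stood at 179.9 CPM [139, 229] in the BLM cells of this cluster, below the lowest of 13 named classes of that library (migratory dendritic cells, 402 CPM [345, 465]). The naive cells of the cluster also had the lowest value, 395.9 CPM [315, 491], but its interval overlapped that of the lowest naive class (migratory dendritic cells, 15 cells, 541 CPM [405, 708]) and lay below that of the next (plasma cells, 746 CPM [674, 824]). In the cells with an Il33 UMI, Ptprc was 69.6 CPM [34.7, 125] in BLM (11 UMIs) and 93.7 CPM [25.5, 240] in naive (4 UMIs), below the lowest class of each library, but 9 of the 15 BLM cells and 4 of the 6 naive cells still held a Ptprc UMI. The cluster scored almost equally for fibroblast and basophil or mast cell markers, and it may mix cell types. A higher share of fibroblasts in the BLM cells could account for part of the rise, since the 7 fibroblast markers rose by 1.06 [1.01, 1.12] on the log2 scale. This is less than Il33 rose, but these intervals treat the UMIs of a cell as independent. When cells were drawn with replacement, the difference of the 2 log2 ratios ranged from −0.23 to 3.91 (95% of draws), so with 15 and 6 cells holding Il33 a change in makeup and a rise within cells cannot be told apart. The endothelial list changed by −0.58, the basophil or mast cell list by −1.94, and the epithelial list had only 3 UMIs against 5. Injury by bleomycin stays open as an untested explanation, and batch and group cannot be told apart.

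The other signal lay in the unnamed cluster of cycling lymphocytes, where 6 Tff1 UMIs were found in 4 of 49 BLM cells. A candidate explanation is that cycling Tregs grouped with other cycling cells. Of the 4 Tff1-positive cells, 100% [39.8, 100] held a Foxp3 UMI, whereas 9 of the 45 other BLM cells of the cluster did (20% [9.58, 34.6]). The naive cells of this cluster held 2 Tff1 UMIs in 2 of 30 cells, and 0 of these 2 had a Foxp3 UMI, so Tff1 UMIs in cycling cells were not limited to those with Foxp3. Cells of this cluster were deep, with medians of 6915 UMIs in BLM and 9930 in naive, which raises the chance of seeing a rare transcript and of 2 cells sharing a barcode. With the cycling Foxp3-positive cells added to the Tregs, Tff1 was found in 15 of 89 BLM cells (16.9%, 59.9 CPM) and 0 of 29 naive cells.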

How the results depend on the processing

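The automatic doublet threshold, another random seed, the treatment of cycling Foxp3-positive cells and the Il1rl1 ratio without ILC2 and 1 unnamed cluster were chosen only after the results had been seen. The other alternatives were planned. With 1 library per group there was no test, so a value counts here as moved when it left the 95% counting interval of the reported value. No value whose interval left out 0 changed its sign under any alternative that gave a value. Some values whose interval included 0 did change sign. Cd3e between BLM and naive Tregs went from 0.41 to −0.17 without integration. In interstitial or recruited macrophages Cd86 went from −0.14 to as high as 0.12 and Cd80 from −0.02 to as high as 0.03. In classical monocytes Cd86 went from 0.15 to as low as −0.002.

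Of 91 shares of CD45+ classes recomputed, 88 stayed inside the interval. The neutrophil log2 ratio ranged from 0.82 to 0.95 and that of NK cells from −1.14 to −1.02 over 9 alternatives. A limit of 10% mitochondrial UMIs moved B cells to −0.93, and the cause was not tested. Without integration alveolar macrophages moved to −9.49 and interstitial or recruited macrophages to 4.92, because the alveolar class then held 1 BLM and 623 naive cells and the other class 941 BLM and 27 naive cells. The plasma cell class was found in only 2 of the alternatives (25% mitochondrial UMIs, no integration), and the classical monocyte class was missing at resolution 0.3.

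At resolution 0.3 the Treg sub-cluster merged with other T-like cells, and its share of T-like cells became 30.7% in BLM and 11.4% in naive. By the same merging the Tff1-positive share of BLM Tregs fell to 4.84%, the Tff1 level to 28.3 CPM, and Il1rl1 in Tregs to 516 CPM in BLM and 92.0 CPM in naive. Without integration the naive Treg share was 1.49% (10 cells), Il1rl1 in Tregs was 1416 CPM in BLM and 540.4 CPM in naive, and the log2 ratio of Il1rl1 between BLM and naive Tregs was 1.39. The cause was not tested. Thinning to 1000 UMIs gave 6.05% and 1.82% for the share of T-like cells with a Foxp3 UMI and 6.02% for the Tff1-positive share of BLM Tregs, which follows from the lower depth. Leaving out cycling Foxp3-positive cells gave 0.144 CPM for Tff1 outside the BLM Tregs.

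The alternatives could not test the 0 Tff1 UMIs of the naive Tregs, because the whole naive table held 3 Tff1 UMIs and none of them lay in a T-like cell. The Tff1-positive share of BLM Tregs ranged from 4.84% to 17.3% and the level from 28.3 to 81.3 CPM. The difference of the Treg ratio from that of all other classes pooled raised Il1rl1 to 3.58. The ratio outside the Tregs behind this was −1.18. Without ILC2 (39 BLM and 115 naive cells) and the unnamed cluster led by Sparc, Mgp and Igfbp7 it was −0.08 [−0.35, 0.19]. The cells left in that pool went both ways. Il1rl1 was lower in BLM cDC2 (−1.41) and interstitial or recruited macrophages (−2.06), where Cd3e was lower as well. Il1rl1 was higher in BLM cycling lymphocytes (242 against 17.0 CPM) and in T-like cells outside the Tregs (20.5 against 4.02 CPM). The pooled value therefore cannot tell whether Il1rl1 fell in most classes outside the Tregs. Within the BLM library, Il1rl1 in Tregs over other T cells was 5.26 with clusters and levels from separate UMIs and 5.21 with Tregs defined by Foxp3.

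Between BLM and naive Tregs, 12 of 112 recomputed values of named genes moved, 5 of them under the difference from all other classes, 3 with doublets kept, 3 without integration and 1 under the Foxp3 definition. Genes with 0 UMIs on 1 side are not in this count. Of these, Ctla2a had 0 naive UMIs with the Foxp3 definition, without integration and with another random seed (at least 14.3-fold, 7.90-fold and 17.2-fold higher), but with doublets kept 6 UMIs in 34 naive Tregs (3.73 [2.58, 5.20]). Between Tregs and other BLM T cells, 9 of 43 moved, 8 of them under the Foxp3 definition, by which Ccr3 in the other T cells and Cd8a in the Tregs each went from 0 to 5 UMIs. For Cd80 and Cd86, 0 of 50 moved, although 4 of 14 values without integration and 2 of 14 at resolution 0.3 could not be computed. The 4 without integration were those of alveolar and interstitial or recruited macrophages. These classes then held 1 BLM cell and 27 naive cells, so that alternative did not test their ratios. The 2 at resolution 0.3 were those of classical monocytes. For Il1rl1, Il33 and Tgfb1 levels, 9 of 264 moved. Median of ratios scaling shifted all log2 ratios between Tregs by 0.04. No paired analysis was possible because each group had 1 library and its pooled mice were not numbered. The 26 naive Tregs limit what the Tff1 comparison can show, since a count of 0 in them allows a share of up to 11.5%.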

Other observations

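The tests of doublets behind Spp1 and of the number of naive Tregs were chosen only after the results had been seen. The other tests in this part had been written down before their results, but the reading of the Il1rl1 test was made stricter after its interval was seen.

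Spp1 UMIs appeared in most BLM classes, including B cells, T-like cells and NK cells. Free RNA of macrophages is a candidate explanation. The Spp1 level in BLM B cells was 1.48% of its level in the 2 macrophage classes, below the highest of 19 macrophage markers measured in the same way (10.1% for Apoe, median 2.90%). The low end of their range, 0%, came from markers with no UMI in B cells. Among the 7 markers with 20 or more UMIs there, the lowest was Chil3 at 2.60% [2.23, 3.01], and Spp1 [1.18, 1.82] lay below all 7. B cells thus held no more Spp1 than these markers would bring as free RNA, although no single fraction held for all genes. Doublets with macrophages are argued against by depth. The 79 Spp1-positive BLM B cells had a median of 1829 UMIs, near the 1566.5 UMIs of the other B cells and far below the 12650 UMIs of a B cell and a macrophage together. Of these 79 cells, 76 held 1 Spp1 UMI, while a macrophage held 64.7 on average. Low Spp1 levels outside the macrophages of this library may therefore not be expression by those cells. Expression by some of them was not excluded.

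The genes that were highest in BLM over naive Tregs were set against the same source. Their level in BLM B cells was a median of 2.94% of that in BLM Tregs over the 6 genes, from 0% for Ctla2a and 0.390% for Il1rl1 to 13.4% for Hilpda and 27.2% for Il1r2, whereas for Spp1 it was 83.6%. This argues against free RNA as the source of the set, although part of the Il1r2 and Hilpda UMIs could come from it. A difference in the kind of Treg sampled, in the mice or in the library was not tested.

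No Tff1 UMI was found in the naive Tregs, but there were 26 of them. The count of 0 allows a share of up to 11.5% (13.2% by the exact interval), above the lower end of the BLM interval (7.45%). An absence of Tff1 in naive Tregs and too few cells cannot be told apart from the cells of these libraries alone. Over all barcodes, those left out by the filters included, the BLM table held 30 Tff1 UMIs in 22 cells, 4 of them in called doublets, and the naive table held 3 UMIs in 3 cells, of which 1 was an alveolar macrophage and 2 were cycling lymphocytes.

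Tff1-positive BLM Tregs also held more Il1rl1. The level was 1559 CPM in 11 positive cells (66 UMIs) and 1163 CPM in 65 other cells (233 UMIs), a log2 ratio of 0.42 [0.006, 0.82]. The interval treats UMIs as independent, which is too narrow when few cells hold them, so a link between Tff1 and Il1rl1 and chance among 11 cells cannot be told apart. Depth explains part of any comparison of shares. Positive cells had a median of 3788 UMIs and the others 2765 UMIs, and 9 of 11 positive against 40 of 65 other cells had an Il1rl1 UMI. CPM is scaled by depth, so depth alone does not raise it.

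Egr1 was the lowest gene in BLM neutrophils, and 8 immediate-early genes (Fos, Fosb, Egr1, Ier2, Dusp1, Atf3, Jun and Junb), which respond to tissue handling, had a median log2 ratio of −0.48 there, with 8 of 8 below 0. Handling that differed between the libraries might lower them in nearly every class. Their median was below 0 in 7 of 11 classes, from −0.94 in cDC1, while in NK cells it was 0.22 with 0 of 8 below 0. Handling that acted on some classes more than others and a change with injury cannot be told apart.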
